# Gene Expression Profiling of Gliadin Effects on Intestinal Epithelial Cells Suggests Novel Non-Enzymatic Functions of Pepsin and Trypsin

**DOI:** 10.1371/journal.pone.0066307

**Published:** 2013-06-18

**Authors:** Amarjit Parmar, Dario Greco, Jarkko Venäläinen, Massimiliano Gentile, Emma Dukes, Päivi Saavalainen

## Abstract

Gliadin triggers T-cell mediated immunity in celiac disease, and has cytotoxic effects on enterocytes mediated through obscure mechanisms. In addition, gliadin transport mechanisms, potential cell surface receptors and gliadin-activated downstream signaling pathways are not completely understood. In order to screen for novel downstream gliadin target genes we performed a systematic whole genome expression study on intestinal epithelial cells. Undifferentiated Caco-2 cells were exposed to pepsin- and trypsin- digested gliadin (PT-G), a blank pepsin-trypsin control (PT) and to a synthetic peptide corresponding to gliadin p31-43 peptide for six hours. RNA from four different experiments was used for hybridization on Agilent one color human whole genome DNA microarray chips. The microarray data were analyzed using the Bioconductor package LIMMA. Genes with nominal p<0.01 were considered statistically significant. Compared to the untreated cells 1705, 1755 and 211 probes were affected by PT-G, PT and p31-43 respectively. 46 probes were significantly different between PT and PT-G treated cells. Among the p31-43 peptide affected probes, 10 and 21 probes were affected by PT-G and PT respectively. Only PT-G affected genes could be validated by quantitative real-time polymerase chain reaction. All the genes were, nonetheless, also affected to a comparable level by PT treated negative controls. In conclusion, we could not replicate previously reported direct effects of gliadin peptides on enterocytes. The results rather suggest that certain epitopes derived from pepsin and trypsin may also affect epithelial cell gene transcription. Our study suggests novel non-enzymatic effects of pepsin and trypsin on cells and calls for proper controls in pepsin and trypsin digested gliadin experiments. It is conceivable that gliadin effects on enterocytes are secondary mediated through oxidative stress, NFkB activation and IL-15 up-regulation.

## Introduction

Celiac disease (CD) is an autoimmune disorder caused by the ingestion of gluten present in wheat, barley and rye. It is the alcohol soluble gliadin fraction in gluten which triggers CD in genetically susceptible individuals, i.e. who are HLA-DQ2 or –DQ8 positive [1]–[3]. The screen detected prevalence of CD is approximately 1% in Caucasians and so far the only cure is a strict adherence to gluten-free diet (GFD) [4], [5]. The two hallmarks of CD are villous atrophy and crypt-cell hyperplasia in the small intestine and individuals suffering from CD display a wide range of symptoms, where diarrhoea and malabsorption are only a few to mention [6]–[8].

The proteolytic cleavage of gliadin by digestive enzymes in the stomach and intestine produces an array of distinct but overlapping peptides [9]. Some of these peptides are termed immunodominant, as they can activate the adaptive immune system [9]. Pathogenesis in CD is driven by T-cells which recognize selected immunodominant, deamidated gliadin peptides, such as p57-68, presented by the disease associated HLA-DQ2 or DQ8 molecules on antigen presenting cells [10]–[12]. The T cell activation and mucosal inflammation persists as long as gluten is present in the lamina propria beneath the epithelial layer. Thus, the presence of gluten in the mucosa is a prerequisite for the activation of gluten-reactive T cells and the ensuing inflammation. Another subset of gliadin-derived peptides is termed cytotoxic and these peptides activate the innate immune system which precedes the activation of adaptive immune system in the lamina propria [9], [11], [13], [14].

The gliadin-derived cytotoxic peptides affect the gut in different ways. In experiments on cultured epithelial cells, gliadin peptides have been shown to induce oxidative stress, rearrangement of actin cytoskeleton and impairment of epithelial tight-junction assembly [14]–[17]. Studies by Barone *et al*. showed that gliadin peptides interfere with endocytic vesicle maturation and also promote cell proliferation by prolonging epidermal growth factor receptor (EGFR) activation [18]–[20]. Furthermore, some toxic gliadin peptides (e.g. p31-43 or p31-49 peptides of gliadin) have been reported to induce apoptosis in gut epithelial cells [21]-[23]. These effects are thought to be direct effects of gliadin peptides. Interestingly, the immunodominant peptides (e.g. p57-68) have been shown in these studies to be unable to mimic the effects that the cytotoxic peptides (e.g. p31-43 or p31-49) have on enterocytes. Gliadin peptides must cross the epithelial barrier and enter the mucosa to activate T cells. Several mechanisms (paracellular and transcellular) of gliadin transport across the intestinal epithelial barrier have been suggested [19], [24]–[27]. In addition, some gliadin peptides have been shown to bind to the chemokine receptor CXCR3 on the surface of epithelial cells and induce tight junction permeability [27]. Enterocyte apoptosis caused by gliadin peptides is also considered a potential mechanism of gliadin introduction into the mucosa. The intestinal epithelial barrier is impaired in CD and as luminal antigens are present in close proximity to enterocytes, an interaction between the two is feasible. Despite a multitude of documented effects attributed to cytotoxic gliadin peptides, the molecular mechanisms through which these effects are brought about remain obscure. No study has thus far been undertaken to study the changes in enterocyte gene expression as a result of their interaction with gliadin peptides. A transcription profile of epithelial cells exposed to gliadin may not only help us identify certain receptor-associated signalling pathways but may also help us understand other gliadin mediated effects. Epithelial cells form the first line of defence against environmental antigens. Thus, understanding the exact mechanism by which gliadin peptides affect enterocytes is crucial to our understanding of early stages in CD onset and to the discovery of novel biomarkers for improved diagnostics and therapy targets of CD.

In this study, we sought to answer whether gliadin peptides have any direct effect on intestinal epithelial cell gene transcription, also suggestive of potential cell surface receptor-dependent signalling pathways. To answer these questions we exposed Caco-2 cells to pepsin- and trypsin-digested gliadin (PT-G) and the cytotoxic p31-43 peptide of gliadin for six hours. We used human whole genome microarray chips to obtain a list of differentially expressed genes after gliadin exposure.

## Materials and Methods

### Caco-2 Cell Cultures and Stimulations

Caco-2 cells (American Cell Type Collection, HTB-37, Rockville, MD, USA) were kindly provided by Prof. M. Mäki (University of Tampere, Tampere, Finland). Cells were maintained in minimum essential medium (MEM, 31095-029 GIBCO) supplemented with 1X sodium pyruvate (NaPy 100X, 11360-039 GIBCO), 1% Pen-Strep (Pen-Strep, 15070-063 GIBCO), 1X non-essential amino acids (NEAA 100X, 11140-035 GIBCO) and 10% fetal calf serum (FCS, C-37350 PROMOCELL) in 75 cm^2^ flasks (353136 BD Biosciences) and were routinely split every 5 days. For stimulations, 3×10^5^ cells were seeded in 25 cm^2^ flasks (156367, nunc) in 3 ml MEM+1% FCS and incubated at 37°C with 5% CO_2_ in the air. On the third day of seeding, the undifferentiated Caco-2 cells were washed once with 1X phosphate-buffered saline (PBS). Bovine serum albumin (BSA) was obtained from Sigma Aldrich (Albumin, bovine fraction V powder, A8806-1G Sigma Aldrich) and contained endotoxin at ≤0.1 ng/mg. Lactalbumin was also obtained from Sigma Aldrich (Alpha-lactalbumin from bovine milk, 61289-50MG Sigma Aldrich), however information on endotoxin level in lactalbumin was not available. Pepsin- and trypsin- digested BSA (PT-BSA), pepsin- and trypsin- digested lactalbumin (PT-L), a blank pepsin- and trypsin- control (PT), where no substrate was used for digestion, and PT-G were prepared as described earlier [28]. The pepsin and trypsin enzymes were inactivated by heating after substrate digestion and the inactivation was verified with enzyme activity assay using fluorogenic trypsin substrate Z-Arg-AMC (data not shown). An endotoxin test was performed on PT-G and PT-BSA using a Limulus Amebocyte Lysate (LAL), Pyrogent plus single test kit (cat no. N289-06, CAMBREX). No endotoxin was found in PT-G, but PT-BSA tested positive for endotoxin. Lyophilised PT, PT-BSA, PT-L and PT-G were dissolved in MEM+1% FCS and filter sterilised by passing through 0.22 µm pore filter (SLGS033SS, Millipore). Similarly the synthetic peptides p31-43 (LGQQQPFPPQQPY) and the immunogenic peptide p57-68 (QLQPFPQPQLPY) (New England Peptide LLC, USA) were dissolved in MEM+1% FCS to achieve a final concentration of 150 µg/ml. PT, PT-BSA and PT-L were used as negative controls for PT-G treatment. The immunogenic p57-68 peptide served as a negative control for the p31-43 treatment as it has previously been shown not to have any effect on epithelial cells [11], [19], [20], [29]. The cells were stimulated for six hours with a particular stimulant dissolved in 2 ml MEM+1% FCS. The control cells (MED-CTL) were kept in MEM+1% FCS for six hours. In total, four identical but independent experiments were performed with cells differing in 1–2 passages between each experiment.

### Cell Collection and RNA Extraction

The cells were collected by adding 1 ml 1X trypsin-EDTA (Trypsin 10X, 15400-054 Invitrogen) to the flasks followed by 4–5 min incubation at 37°C. Trypsin was inhibited by adding 1 ml MEM+10% FCS and the cells were collected by centrifugation at 9.600×g for 5 min. The pellet was washed with 500 µl 1X PBS and RNA was extracted using RNeasy Plus Mini kit (74134, QIAGEN).

### Microarray Data Production and Analysis

RNA from PT-treated, PT-G-treated, MED-CTL and p31-43 stimulated cells was used for hybridisation on Agilent one colour human whole genome DNA microarray chips (4×44K) (Agilent Technologies, Santa Clara, CA). RNA quality for these samples was assessed by bioanalyzer (2100 Bioanalyzer, Agilent) and 600 ng of RNA was used for cDNA synthesis. The cDNA synthesis and array hybridisations were carried out at Biomedicum Genomics Support, Helsinki, Finland. Microarray raw data (.gpr files) were imported into R v. 2.15 [30] and analyzed with the BioConductor [31] package limma [32]. Briefly, after quality check, the microarray probes were filtered and re-annotated according to Gertz *et al*. [33] and their median foreground intensity was normalized with the quantiles method without applying any background correction, as previously suggested [34]. Finally, the probes were tested for differential expression using a linear model followed by moderated t-test [32] for the comparisons of interest. Genes with nominal p<0.01 were considered to be differentially expressed and further considered in the analysis. 

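The correction was repeated on 16 arrays, 4 each of MED-CTL, p31-43, PT and PT-G cells, with log2 median intensities normalized with the quantiles method and all 4 groups in 1 limma model. The Benjamini-Hochberg adjustment ran over the 40982 probes tested. An adjusted p under 0.05 was reached by 387 probes between PT-G and MED-CTL, 243 of them higher and 144 lower, and by 336 probes between PT and MED-CTL, 179 higher and 157 lower. At an adjusted p under 0.01, both comparisons kept 114 probes. The smallest adjusted p was 1.12e-05 for PT-G and 3.26e-06 for PT. No probe passed the adjustment between PT-G and PT or between p31-43 and MED-CTL in limma. An unadjusted p under 0.05 was reached by 320 and 883 probes, respectively, less than a share of 0.05 of the probes tested. These counts depended on the model fitted. With the slide as a block in the model, 3813 probes passed at 0.05 for PT-G and 2859 for PT. That block also changed the PT effects and not only their spread, since PT replicate 3 lay on a slide without a MED-CTL array. Fitting only the 2 groups compared left 38 and 21. Leaving out 1 array took the count for PT-G as low as 174 (without PT-G replicate 2) and that for PT as low as 148 (without MED-CTL replicate 2). The count of 0 for PT-G against PT was the same in every alternative tried. For p31-43 it became 4 without MED-CTL replicate 4, and 1 without MED-CTL replicate 3 or p31-43 replicate 2.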

Correction for multiple testing using Benjamini and Hochberg method [35] resulted in only few statistically significant genes (Figure 1) and therefore the study was mainly based on the uncorrected gene lists. The microarray data has been submitted to Gene Expression Omnibus (accession number: GSE45357).

**Figure 1:**
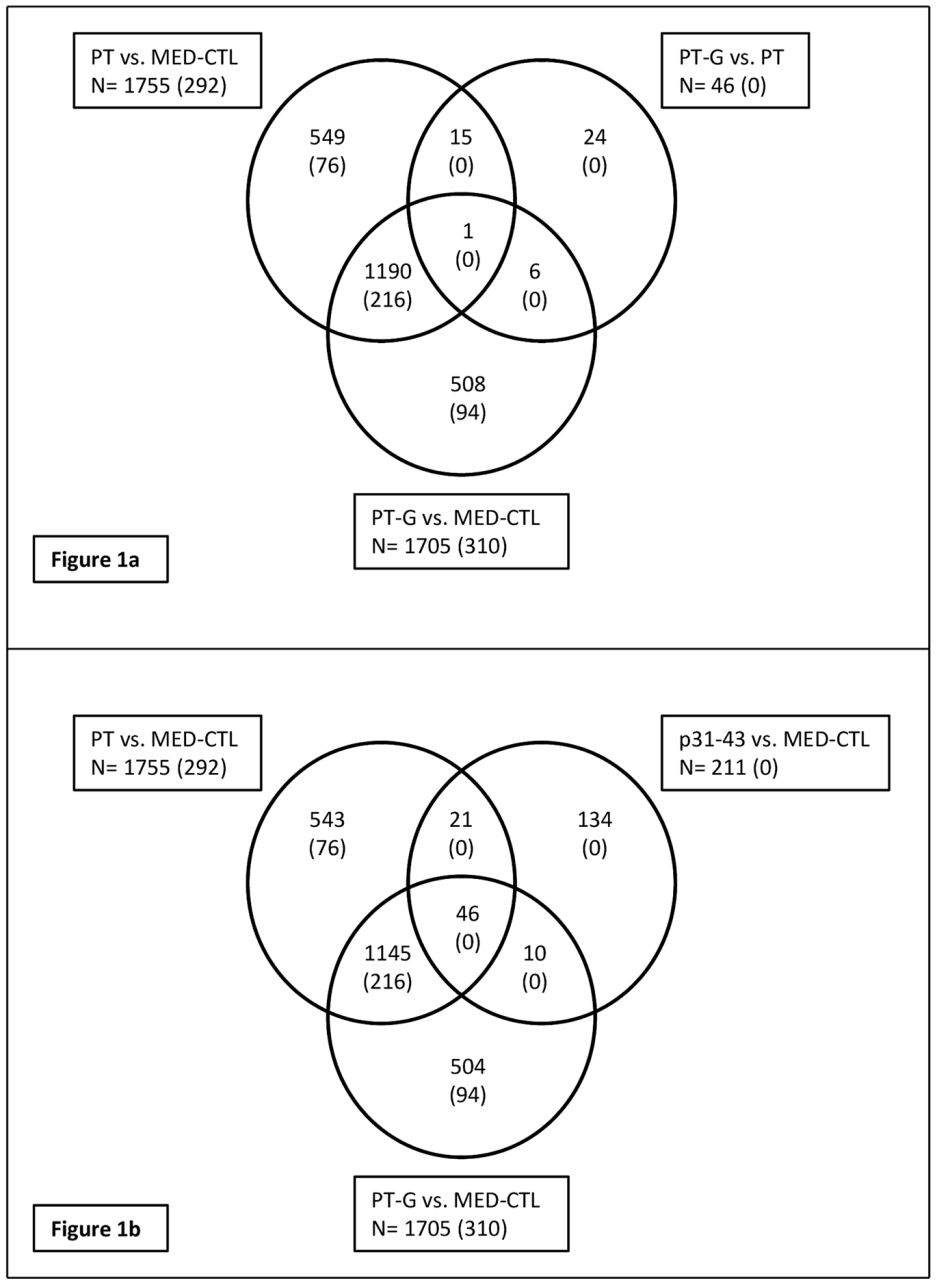
Venn diagrams showing the number of probes differentially expressed in response to pepsin- and trypsin-digested gliadin (PT-G) (Figure 1a) compared to medium control (MED-CTL) and the blank pepsin- and trypsin (PT) control. The probes that were affected by PT treatment compared to MED-CTL are also displayed. Figure 1b shows the probes affected by PT, PT-G and p31-43 peptide compared to MED-CTL. The numbers in parenthesis represent the number of probes obtained after multiple testing correction as described in materials and methods.

### Quantitative Real-time Polymerase Chain Reaction (qRT-PCR)

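Of the genes later measured by qRT-PCR, KLF4, a transcription factor, was 0.57 higher on the log2 scale on the PT arrays than on the MED-CTL arrays (SE 0.34, n = 4 arrays each, limma, adjusted p = 0.725). SPRED1, a regulator of MAPK signalling, was 0.46 higher under PT (SE 0.27, limma, adjusted p = 0.716). CEBPA, another transcription factor, changed by −0.36 (SE 0.23, limma, adjusted p = 0.733). The mitochondrial gene MNF1 was 0.75 higher under PT (SE 0.25, limma, adjusted p = 0.280), and RELA, a subunit of NFkB, was 0.17 higher (SE 0.18, limma, adjusted p = 0.866). None of these PT effects had a nominal p under 0.01. The direct comparison of PT-G with PT gave log2 fold changes of 0.43 for KLF4, 0.27 for SPRED1 and −0.17 for CEBPA. Each of the 3 had an adjusted p of 1 in limma, and the differences were smaller than the SD between the 4 PT-G arrays. With the slide as a block, the PT effects on KLF4, SPRED1 and CEBPA had a nominal p under 0.01, with the run as a block those on KLF4, SPRED1 and MNF1, and that on RELA in none of the alternatives. With array weights SPRED1 and MNF1 also had it under PT (limma, adjusted p = 0.136 and 0.0154). MNF1 had it as well with median scaling, the filter on dim probes, the replicate number as a block and an intensity trend. The same held for MNF1 without MED-CTL replicate 3 or MED-CTL replicate 4.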

Microarray results were validated by qRT-PCR and five genes which were not affected by PT treatment were selected (Table 1). The genes with high expression level (≥ log2 9.0) and with a fold-change (FC) ≥1.4 in either direction (up-regulation or down-regulation) were prioritized (tables S1, S2, S3, S4). However, *RELA* gene (FC = 1.31) was an obvious exception to this rule and was included for validation by qRT-PCR because of its involvement in the nuclear factor kappa B (NFkB) pathway. The NFkB pathway has been shown to be activated in small-intestinal mucosa of CD patients. [36] Primers for the selected genes were designed using the primer designing software Primer express (Applied Biosystems) (Table 1). 300 ng of RNA was used to synthesise cDNA using TaqMan Reverse Transcription Reagents (N808-0234, Applied Biosystems) as recommended by the vendor. Microarray results for selected genes were verified using Power SYBR Green PCR Master Mix (4367659, Applied Biosystems, 1X SybrGreen PCR mix, 0.6 µM forward and reverse primer each) on 7500 Fast Real-Time PCR System (Applied Biosystems). The gene expression levels were normalised against *beta-2 microglobulin (B2M)* gene expression.

**Table 1:** Primers used for qRT-PCR.

Gene	Forward (5′-3′)	Reverse (5′-3′)
*CEBPa*	GACCCTCAGCCTTGTTTGTACTG	CTGATCGTGCTTCGTGTTCCT
*KLF4*	ACCAGGCACTACCGTAAACACA	GCTCGGTCGCATTTTTGG
*SPRED1*	TGAATGCTGCTACAACAGATGATC	GAAAGTTAACAGTCTATTCTAGGAAACCAA
*MNF1*	CACAGACACCTTGGAAGAGCTTAA	GGGCAAACTTCTCCTGCAGTT
*RELA*	CAGGCGAGAGGAGCACAGA	TGTGTAGCCATTGATCTTGATGGT
*B2M*	GTGCTCGCGCTACTCTCTC	GTCAACTTCAATGTCGGAT

CEBPa: CCAAT/enhancer binding protein alpha, KLF4: Kruppel-like factor 4, SPRED1: Sprouty-related, EVH1 domain containing 1, MNF1: Mitochondrial nucleoid factor 1, REL-A: v-rel reticuloendotheliosis viral oncogene homolog A, B2M: Beta-2 microglobulin.

## Results

### Differentially Expressed Probes in Caco-2 Cells after Stimulation with PT-G and the p31-43 Peptide

Many of the differentially expressed genes are represented by multiple probes on the Agilent microarrays utilized in this study, hence the term probes, instead of genes, is used. 

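Caco-2, a human colon carcinoma line that forms an epithelium, was stimulated for 6 h, and the RNA of each culture was hybridised to 1 single-colour Agilent array. The 16 arrays held 4 cultures kept in medium (MED-CTL), 4 treated with PT-G, which is gliadin digested with pepsin and trypsin, 4 treated with PT, which is the digestion mixture without gliadin, and 4 treated with 150 µg/ml of the gliadin peptide p31-43. They lay on 5 slides and belonged to 4 runs, each with 1 array of every condition. An array carried 45015 spots, of which 43376 were not controls and covered 41000 probes. The authors' image analysis gave each spot's brightness on a linear scale, without normalization between arrays. The median intensity of an array ranged from 153 to 278 for MED-CTL, 248 to 380.5 for p31-43, 202 to 410 for PT and 198 to 264 for PT-G, over a median local background of 48 to 65. Between 27660 spots (PT replicate 4) and 33947 spots (MED-CTL replicate 4) were well above background. Of the probes, 24813 were well above background on every array and 6846 on none.

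Following the paper's methods, the log2 median foreground intensity was normalized with the quantiles method without background correction. Spots that the image analysis marked as outliers, 0.256% of all, were left out, and the spots of each probe were averaged. The 40982 probes with at least 3 arrays left in every group were tested in a limma model of the 4 conditions, with a moderated 2-sided test and the paper's threshold of a nominal p under 0.01. The paper's filtering and re-annotation of the probes was not used here, so gene names are those of the array. Effects are given as log2 fold changes with their standard errors (SE), and group means as log2 intensity ± SD over arrays. The number of arrays limits the precision of every value. Arrays of the same slide had a median correlation of 0.996 across probes, against 0.988 for arrays of the same condition, with probes not being independent replicates.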

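PT-G changed 1408 probes against MED-CTL at a nominal p under 0.01, 784 of them higher and 624 lower, where 1% of the 40982 tested is 410. They represented 1033 named genes. The median absolute log2 fold change of these probes was 0.52, and 106 changed by more than 1. For 3.87% of all probes, every PT-G array lay on the same side of every MED-CTL array, against 2.86% by chance. Among named genes without such overlap and with an adjusted p under 0.05 in limma, the largest changes were in EGR4 and EGR3, transcription factors of the early growth response family, IER3 and DUSP5, early response genes, and TNS4. EGR4 rose from 8.48 ± 1.07 to 11.47 ± 0.51 (SD, n = 4 arrays), a log2 fold change of 2.99 (SE 0.55, limma, adjusted p = 0.0179). EGR3 rose by 2.91 (SE 0.34, limma, adjusted p = 0.00136) from a MED-CTL level that was well above background on 3 of the 4 arrays. IER3 rose from 11.54 ± 0.43 to 14.43 ± 0.26, by 2.89 (SE 0.24, limma, adjusted p = 7.43e-05). TNS4 rose by 2.02 (SE 0.35, limma, adjusted p = 0.0140) and DUSP5 by 1.83 (SE 0.18, limma, adjusted p = 3.34e-04). With the run as a block, 3755 probes had a nominal p under 0.01, and with the slide as a block, the alternative that moved the count most, 5011. Under median scaling in place of the quantiles method, 721 probes were higher and 319 lower, so that 69.3% were higher against 55.7%, and with the background-subtracted signal 49.8% were higher.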

The expression of 1705 probes was affected by PT-G treatment compared to the untreated cells (MED-CTL) that were kept in medium for the duration of the stimulation (Figure 1a). However, 1755 probes were also affected by PT-only treatment. 

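Against MED-CTL, 1491 probes had a nominal p under 0.01 on the PT arrays, 737 of them higher and 754 lower, representing 1095 named genes. Their median absolute log2 fold change was 0.53, and 114 changed by more than 1. Every PT array lay on the same side of every MED-CTL array for 5.08% of the probes. By the rule used for PT-G, the genes with the largest changes were EGR4, IER3, EGR3, ZNF619 and FOSL1. EGR4, IER3 and EGR3 rose by 3.00 (SE 0.55, limma, adjusted p = 0.0202), 2.81 (SE 0.24, limma, adjusted p = 8.98e-05) and 2.59 (SE 0.34, limma, adjusted p = 0.00335). FOSL1, a subunit of the transcription factor AP-1, rose from 8.33 ± 0.71 to 10.06 ± 0.25 (SD, n = 4 arrays; limma, adjusted p = 0.0364). ZNF619, a zinc finger gene, had a log2 fold change of −1.80 (SE 0.24, limma, adjusted p = 0.00379), from 8.80 ± 0.57 to 7.00 ± 0.12. The PT count rose to 4217 with the run as a block and to 4333 with the slide as a block. Under median scaling the median of all probes was shifted by −0.11 between PT and MED-CTL, and 1091 probes passed.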

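Between the PT-G and the PT arrays, 37 probes had a nominal p under 0.01, 22 higher and 15 lower under PT-G, fewer than 1% of the probes tested. Their median absolute log2 fold change was 0.30 and none changed by more than 1. In 100 simulations of unchanged groups with the spread of these arrays, the median count was 22, and 34 of the simulations gave as many. Arrays of the groups did not overlap for 0.632% of the probes. The named genes with the largest differences without overlap lay near background. MGC34646 was at least 1.33-fold higher and CNTN2 at least 1.28-fold higher under PT-G than under PT, where neither was well above background. These bounds replace the PT signal by the lowest signal well above background on each array. TACR1 was at least 1.32-fold higher, with 3 of 4 PT-G arrays well above background. CCL23 and VN1R1 were at least 1.32-fold and 1.09-fold lower under PT-G, with 2 and 1 of the PT arrays well above background. All 5 genes had an adjusted p of 1 in limma. Of these, MGC34646 lost its nominal p under 0.01 with normexp background correction, TACR1, CCL23 and VN1R1 lost theirs with median scaling, TACR1 also with only the 2 groups compared, and CCL23 also with the background-subtracted signal, normexp and the run as a block. Of the fits that leave out 1 array, TACR1 lost it in 5 and CCL23 in 7. The count rose to 130 with the run as a block, 149 with the slide as a block and 160 with array weights, and only 2 probes passed among those well above background on every array of a group. Under median scaling 7 probes were higher and 1 lower, and with the background-subtracted signal 34.1% of 44 probes were higher. Without PT replicate 1, 84 probes passed.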

In a comparison between PT-G treated cells and PT treated cells, 46 probes were found to be differentially expressed. In cells which were exposed to the cytotoxic p31-43 peptide, 211 probes were differentially expressed compared to the untreated cells (Figure 1b). Of these, 21 probes were also affected by the blank PT treatment and ten probes were affected by PT-G treatment and 46 probes were affected by PT, PT-G and p31-43 treatments compared to MED-CTL. 

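On the p31-43 arrays 159 probes had a nominal p under 0.01 against MED-CTL, 59 higher and 100 lower, fewer than 1% of the probes tested. Their median absolute log2 fold change was 0.41, and 7 changed by more than 1. The arrays of both groups did not overlap for 1.39% of the probes. In 100 simulations of unchanged groups, deviations from the group means were exchanged at random among the arrays of each run, MED-CTL included. The median count was 18.5, and 3 of the simulations gave as many. The largest change was in C11orf37, with a log2 fold change of −5.41 (SE 1.29, limma, adjusted p = 1.00). Its MED-CTL signal was 12.49 ± 3.60 (SD, n = 3 arrays, the other marked as an outlier), and the gene's other probe, well above background on 9 of the 16 arrays, changed by −0.02. PRM3 had a log2 fold change of −1.32 (SE 0.33), OR4D2 of −0.92 (SE 0.28), TTC15 of 1.06 (SE 0.29, its other probe 0.15) and MGC35295 of 0.84 (SE 0.18), the last well above background on 3 p31-43 arrays and 1 MED-CTL array. All of these had a limma adjusted p of 1.00. With only the 2 groups compared in the fit, C11orf37, PRM3, OR4D2 and TTC15 lost their nominal p under 0.01, and OR4D2 lost it in 5 and TTC15 in 1 of the fits that leave out 1 array. The count differed between alternatives, with 567 probes passing with the run as a block and 1527 with the slide as a block. The slide block also changed the effects, since p31-43 replicate 4 lay on a slide without a MED-CTL array. The direction of the majority depended on the alternative. With the background-subtracted signal 14 probes were higher and 143 lower, and with median scaling 82 and 209. With array weights 379 were higher and 193 lower, with the run as a block 292 and 275, and with the slide as a block 834 and 693. Without MED-CTL replicate 4, 329 probes passed, 195 of them higher and 134 lower, and without MED-CTL replicate 2, 88.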

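Of the 159 probes at a nominal p under 0.01 for p31-43, 25 were also past the threshold for PT and not PT-G, 4 for PT-G and not PT, and 27 for all 3 treatments, which left 103 past it for p31-43 alone. The 27 probes, 19 of them with a gene name, changed in the same direction under every treatment. All 3 comparisons use the same 4 MED-CTL arrays, so chance values are shared between them. In 100 simulations, 3 unchanged groups were set against 1 simulated control group, over the 40705 probes measured on every array. The median number shared by all 3 was 0 and the largest 26. The observed number over these probes was 26, a number that 1 simulation reached. Across probes, which are not independent replicates, the correlation of the p31-43 with the PT-G log2 fold changes was 0.387, against a simulated median of 0.533, and with PT 0.553 against 0.501. Of the alternatives, the slide as a block moved the number shared by all 3 most, to 382. It was 136 with the run as a block, 146 without MED-CTL replicate 4, 105 without MED-CTL replicate 3 and 13 without PT-G replicate 2.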

All the probes, along with their expression data, affected by PT, PT-G or p31-43 are listed in tables S1, S2, S3, S4.

### Validation of Differentially Expressed Genes by qRT-PCR

Five genes were selected for validation using criteria described in materials and methods. Fold change (FC) values greater than one indicate up-regulation and those less than one indicate down-regulation. 

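The 5 genes are given by the probe listed in Tables S1 and S2. KLF4 (A_23_P32233) had a signal of 8.71 ± 0.59 in MED-CTL, 8.57 ± 0.32 with p31-43, 9.28 ± 0.64 with PT and 9.71 ± 0.48 with PT-G (SD, n = 4 arrays). Its log2 fold change under PT-G was 1.00 (SE 0.34, limma, adjusted p = 0.32). SPRED1 (A_24_P107859) had 9.07 ± 0.54, 9.15 ± 0.29, 9.53 ± 0.15 and 9.80 ± 0.53 in the same order, a change of 0.73 under PT-G (SE 0.27, limma, adjusted p = 0.405), with 0.53 for its other probe. CEBPA (A_24_P224727) had 14.10 ± 0.49, 14.37 ± 0.14, 13.74 ± 0.25 and 13.57 ± 0.36, a change of −0.53 under PT-G (SE 0.23, limma, adjusted p = 0.542), with −1.93 (SE 1.45) and −0.45 (SE 0.21) for its other probes. MNF1, named C6orf125 on the array (A_23_P156739), rose under p31-43 from 12.45 ± 0.55 to 13.38 ± 0.33, by 0.93 (SE 0.25, limma, adjusted p = 1.00). It was 0.65 higher under PT-G (SE 0.25). RELA (A_23_P104689), a probe spotted 10 times on each array, rose from 10.09 ± 0.33 to 10.37 ± 0.17, by 0.28 (SE 0.18, limma, adjusted p = 1.00). MNF1 alone had a nominal p under 0.01, which it lost with the background-subtracted signal, with only the 2 groups compared and without MED-CTL replicate 2. With the run or the slide as a block, KLF4, SPRED1 and CEBPA under PT-G also had a nominal p under 0.01. The reference gene of the qRT-PCR, B2M, changed by −0.12 under PT-G, 0.06 under PT and 0.04 under p31-43 (SE 0.10), the first becoming positive with array weights and the last negative with the background-subtracted signal. Its other probe (A_24_P740662), well above background on all 16 arrays, changed by 0.062, 0.19 and 0.23 in the same order (SE 0.13), the first in the opposite direction.

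**Figure D1:**
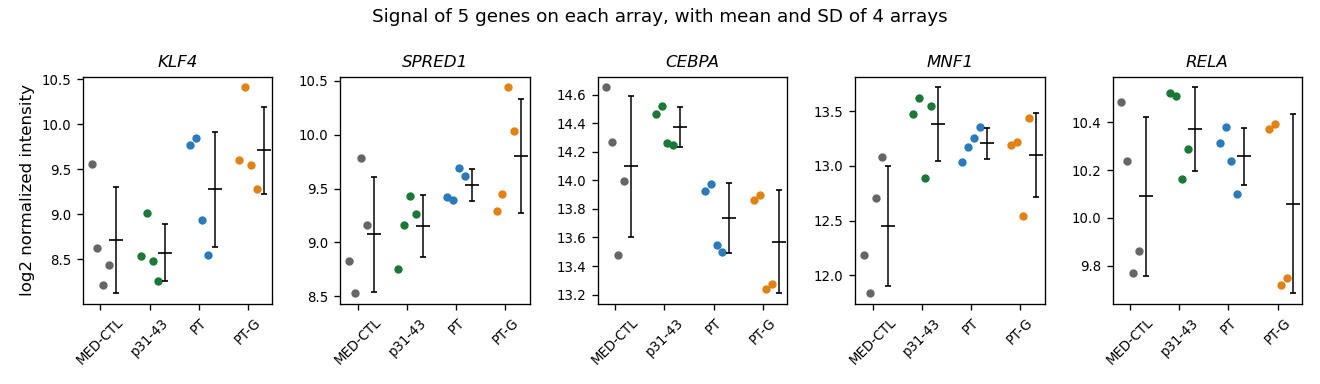
Signal of KLF4, SPRED1, CEBPA, MNF1 and RELA on each of the 16 arrays (y axis, log2 normalized intensity, not starting at 0). Points are the 4 arrays of each condition and bars the mean and SD. The MED-CTL and PT-G arrays of KLF4, SPRED1, CEBPA and RELA overlap, and so do the MED-CTL and p31-43 arrays of MNF1 and RELA.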

*Kruppel-like factor 4* (*KLF4*) (FC PT-G vs. MED-CTL: 2.0), *sprouty-related, EVH1 domain containing 1* (*SPRED1*) (FC PT-G vs. MED-CTL: 1.66) and *CCAAT/enhancer binding protein alpha* (*CEBPa*) (FC PT-G vs. MED-CTL: 0.71) were affected by PT-G treatment, whereas *mitochondrial nucleoid factor 1* (*MNF1*) (FC p31-43 vs. MED-CTL: 1.91) and *v-rel reticuloendotheliosis viral oncogene homolog A* (*RELA*) (FC p31-43 vs. MED-CTL: 1.31) were affected by treatment with the gliadin p31-43 peptide. The qRT-PCR results are shown in Table 2. The average expression of the PT-G affected genes in the qRT-PCR assay was similar to that of microarrays, thus validating the results. However, similar expression values were also obtained for PT, PT-BSA and PT-L treated cells, which were used as negative controls for PT-G treatment. The microarray results of the p31-43 treatment could not be validated by qRT-PCR. The average expression of *MNF1* and *REL-A* in p31-43 cells was comparable to that of untreated (MED-CTL) and p57-68 peptide treated cells.

**Table 2:** Validation of microarray results for selected genes by qRT-PCR.

qRT-PCR								Microarray	
Gene	MED-CTL	PT	PT-BSA	PT-L	PT-G	p57-68	p31-43	PT-G	p31-43
*CEBPa*	1.01	0.80	0.73	0.66	0.66			0.71	
*KLF4*	1.06	1.71	1.91	1.72	1.78			2.0	
*SPRED1*	1.04	1.48	1.38	1.16	1.50			1.66	
*MNF1*	1.00					0.93	0.84		1.91
*RELA*	1.05					0.99	1.05		1.31

The qRT-PCR results for CCAAT/enhancer binding protein alpha (CEBPa), Kruppel-like factor 4 (KLF4), SPRED1: Sprouty-related, EVH1 domain containing 1 (SPRED1) are based on eight independent experiments. The qRT-PCR results for Mitochondrial nucleoid factor 1 (MNF1), REL-A: v-rel reticuloendotheliosis viral oncogene homolog A (REL-A), are based on five independent experiments. The expression of genes was normalised against Beta-2 microglobulin (B2M) gene The values expressed for different treatments are the average expression values.

### Comparison of Microarray Results with Previous Studies

Several differentially expressed genes in our study were also reported in previously published expression studies performed either on biopsy specimens or enterocytes isolated from biopsies [37]-[39]. These genes together with their expression values are tabulated in Table 3. 

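Among the genes of Table 3, JUNB, a subunit of AP-1, rose from 13.12 ± 0.48 in MED-CTL to 14.90 ± 0.26 with PT-G (SD, n = 4 arrays), a log2 fold change of 1.78 (SE 0.26, limma, adjusted p = 0.00489). NAB2, a repressor of the early growth response factors, rose by 1.00 (SE 0.20, limma, adjusted p = 0.0290). NUDT2, a nucleotide hydrolase, had a log2 fold change of −0.47 under PT-G (SE 0.09, limma, adjusted p = 0.0260). POLD3, a subunit of DNA polymerase delta, changed by −0.60 (SE 0.15, limma, adjusted p = 0.101) with a nominal p under 0.01, lost with only the 2 groups compared. Its other probe changed by −0.22 (SE 0.32). For DLX4, a homeobox gene, the change was 0.68 (SE 0.24, limma, adjusted p = 0.355, with the run as a block 0.00409). MSI2 differed between its probes, with 0.38 for A_23_P44195 (SE 0.15) and −0.41 for A_23_P369479 (SE 0.12) under PT-G, and only the second had a nominal p under 0.01. Over the 29 genes that the paper names as measured on the arrays, 5 had an adjusted p under 0.05 for PT-G over all probes tested and 9 when adjusted over the list alone. For PT these numbers were 6 and 11, and for p31-43 both were 0 in limma, with 2 genes at a nominal p under 0.01. The paper chose the list on these arrays, so the adjustment over the list alone is not independent evidence.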

13 out of 19 genes were affected by PT treatment, five genes (*CD59 antigen*, *CD59*; *Ephrin B2*, *EFNB2*; *Myosin VI*, *MYO6*; *ETS-domain protein*, *ELK4*; *Prion protein*, *PRNP*) were affected by PT-G only, whereas only one gene (*RNA-binding protein*, *RALY*) was affected by p31-43 treatment. 

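Under PT, JUNB had a log2 fold change of 1.55 against MED-CTL (SE 0.26, limma, adjusted p = 0.0133) and NAB2 of 0.94 (SE 0.20, limma, adjusted p = 0.0435). POLD3 changed by −0.71 (SE 0.15, limma, adjusted p = 0.0462) and NUDT2 by −0.43 (SE 0.09, limma, adjusted p = 0.0447). The other probe of POLD3, well above background on all 16 arrays, changed by −0.22 (SE 0.32, limma, adjusted p = 0.901). PROCR, the protein C receptor, rose by 0.49 (SE 0.14, limma, adjusted p = 0.164) and SLC25A6, an ADP/ATP carrier, by 0.87 (SE 0.22, limma, adjusted p = 0.111), both with a nominal p under 0.01. PROCR lost it with array weights and without MED-CTL replicate 1, MED-CTL replicate 4 or PT replicate 4. With the background-subtracted signal NUDT2 under PT lost it as well. DLX4 at 0.63 (SE 0.24) and UBE3A, a ubiquitin ligase, at −0.27 (SE 0.15) did not reach that threshold. With the run as a block both reached it (limma, adjusted p = 0.0059 and 0.0882). The 5 genes named for PT-G alone also moved upwards under PT, CD59 by 0.41, EFNB2 by 0.36, MYO6 by 0.15, ELK4 by 0.26 and PRNP by 0.21. The 3 other probes of CD59 changed by 0.11, −0.064 and −0.14 under PT, and the other probes of EFNB2 and MYO6 by 0.054 and 0.073. The PT effect on CD59 had a nominal p under 0.01 with the run as a block (limma, adjusted p = 0.0126) and the slide as a block (limma, adjusted p = 0.0178), and that on ELK4 with the slide as a block, with array weights and without PT replicate 4. Tested directly, PT-G exceeded PT by 0.09 for CD59, 0.14 for EFNB2, 0.19 for MYO6, 0.19 for ELK4 and 0.09 for PRNP, each with an adjusted p of 1 in limma and no nominal p under 0.01. RALY was 0.57 higher under PT (SE 0.24) and 0.25 higher under PT-G. With the run as a block the PT effect on RALY had a nominal p under 0.01 (limma, adjusted p = 0.0949). SLC25A6 was 0.78 higher under p31-43 with a nominal p under 0.01 (SE 0.22, limma, adjusted p = 1.00), lost with the background-subtracted signal, with only the 2 groups compared and in 4 of the fits that leave out 1 array.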

*RALY*, *EFNB2*, *MYO6* and *ELK4* were up-regulated to a similar degree in our microarray experiment and another previously reported study, whereas *CD59* and *PRNP* were up-regulated in our study but were shown to be down-regulated previously.

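RALY (A_23_P109235) rose under p31-43 from 12.26 ± 0.40 to 12.93 ± 0.25 (SD, n = 4 arrays), a log2 fold change of 0.68 (SE 0.24, limma, adjusted p = 1.00). Its other probe was not well above background on any array. Under PT-G, EFNB2 rose by 0.50 (SE 0.23, limma, adjusted p = 0.641, other probe 0.30), MYO6 by 0.34 (SE 0.26, limma, adjusted p = 0.963, other probe 0.24) and ELK4 by 0.45 (SE 0.12, limma, adjusted p = 0.142). CD59 rose by 0.50 at the probe A_24_P784765 (SE 0.26, limma, adjusted p = 0.737), while its 3 other probes lay between −0.14 and −0.04. PRNP, with 1 probe on 10 spots, rose by 0.30 (SE 0.15, limma, adjusted p = 0.683). Of these genes ELK4 alone had a nominal p under 0.01, which it lost without MED-CTL replicate 4. With the run as a block RALY, EFNB2, CD59 and PRNP also had a nominal p under 0.01, and MYO6 had it with the slide as a block.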

**Table 3:** Comparison of microarray data with previous studies.

Microarrays				Previous studies			
	PT-G	PT	p31-43	Juuti-Uusitalo *et al.* 2004	Diosdado *et al.* 2008	Bracken *et al.* 2008	Condition
*DLX4*	1.60	1.50		1.95			UCD vs. HC
*DLX4*	1.60	1.50		1.42			UCD vs. TCD
*DLX4*	1.60	1.50		1.37			TCD vs. HC
*JUNB*	3.40	2.90		0.75			UCD vs. HC
*NAB2*	2.00	1.90		0.54			UCD vs. HC
*PROCR*		1.40		1.43			TCD vs. HC
*SLC25A6*		1.80	1.70	1.40			UCD vs. HC
*SLC25A6*		1.80	1.70	1.45			UCD vs. TCD
*RALY*			1.60	1.43			TCD vs. HC
*CD59*	1.40			0.66			UCD vs. HC
*EFNB2*	1.40			1.41			UCD vs. TCD
*MYO6*	1.27			1.27			TCD vs. HC
*HSPA6*	2.60	2.90			1.32		MIII-G+/G-a
*MSI2*	0.75	0.72			0.78		MIII-G+/G-a
*POLD3*	0.66	0.61			0.63		MIII-G+/G-a
*RGS16*	2.70	2.57			0.81		MIII-G+/G-a
*ELK4*	1.37					1.45	Ent. CD vs. Ent. HC
*UBE3A*		0.82				0.77	Ent. CD vs. Ent. HC
*NUDT2*	0.72	0.74				2.21	Ent. CD vs. Ent. HC
*PRNP*	1.31					0.54	Ent. CD vs. Ent. HC

Expression values >1 indicate up-regulation and <1 indicate down-regulation. Condition refer to the experimental condition used in the original study. UCD: Biopsy from untreated CD, TCD: Biopsy from treated CD, HC: Biopsy from healthy control, MIII-G+: Biopsy from Marsh-III stage CD patient on gluten containing diet, MIII-G-: Biopsy from Marsh-III stage CD patient on gluten-free diet, Ent. CD: Epithelial cells isolated form duodenal biopsies of CD patients, Ent. HC: Epithelial cells isolated from duodenal biopsies of healthy controls.

a In the original study, the expression values were given for MIII-G−/G+ and comparable values for MIII-G+/G- have been obtained (1/MIII-G−/G+).

## Discussion

In the current study, the microarray data suggested multiple effects of PT-G on Caco-2 cell gene transcription. However, an effect similar in size was also evident by PT treatment. 

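Over the 40705 probes measured on every array, the log2 fold changes of PT-G and of PT against MED-CTL correlated with r = 0.779 across probes, which are not independent replicates. Both comparisons share the MED-CTL arrays. In 100 simulations of unchanged groups that shared a simulated control group, the median r was 0.514, with 13 simulations as high. In them deviations were exchanged among all arrays of a run, so the MED-CTL arrays were not held fixed. None of these simulations reached the number of probes changed by either treatment, the simulated counts being at most 577 for PT-G and 344 for PT. To remove the shared arrays, PT-G was compared with MED-CTL in 2 runs and PT with MED-CTL in the other 2, in all 6 such splits. The median r was then 0.444, between 0.276 and 0.512, against 0.538 for PT-G set against itself in this way and 0.289 for PT. Of the 500 probes with the largest PT-G effect in 2 runs, a median of 79.6% (range 61.6% to 94.0%) changed in the same direction under PT in the other 2, and 55.7% did so under p31-43. Under PT-G itself 87.0% did so. For the 500 probes with the largest PT effect, the median was 54.0% (range 43.8% to 80.0%) under PT itself. It was 82.7% (range 51.0% to 86.8%) under PT-G and 54.5% under p31-43. The paper sets the effect of PT beside that of PT-G and states that no genes affected by gliadin were identified in epithelial cells.

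**Figure D2:**
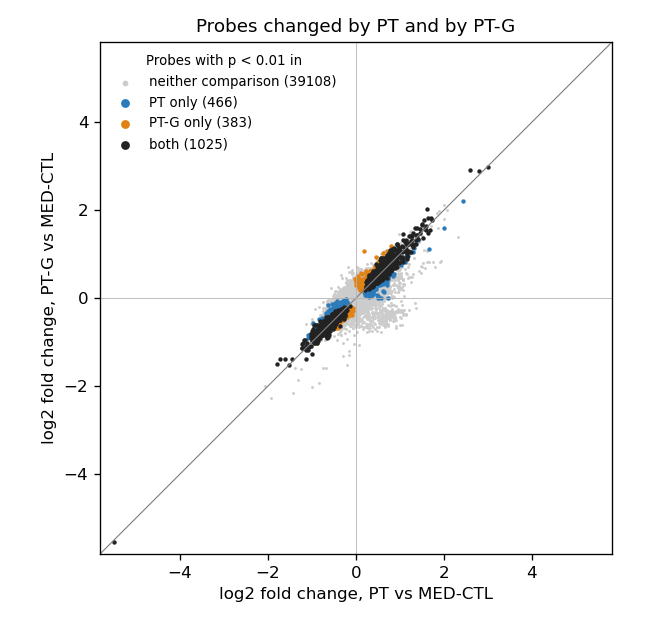
Log2 fold change against MED-CTL of each of the 40982 probes under PT (x axis) and PT-G (y axis). Colours mark the 1025 probes with a nominal p under 0.01 in both comparisons, 466 in PT only and 383 in PT-G only, the line marks equal change, and the probes past the threshold in both lie along it.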

Our data also suggest that genes which seemed unaffected by PT in the microarray are in fact affected by negative controls, PT-BSA, PT-L and PT, in qRT-PCR. This study was unable to identify genes in epithelial cells which are affected by gliadin. Potential explanations for this outcome may be that the effects exerted by gliadin on epithelial cells are secondary effects, the presence of other cells of the immune system is required for gliadin induced activation of enterocytes, the gliadin effects are so small that very sensitive methods are required to detect them or six hours stimulation time was not optimal.

Nevertheless, multiple effects of gliadin on enterocytes have been shown. Previously, Giovannini *et al*., showed that gliadin peptides induce enterocyte apoptosis via Fas-Fas ligand (FasL) pathway [21], [40]. The authors reported that after PT-G exposure, the cells increased their mRNA expression of *Fas* and *FasL* by 450% and 170% respectively compared to the controls. This increase in Fas/FasL transcription was observed at 6 h, 18 h and 24 h after PT-G exposure. However, neither *Fas* nor *FasL* transcription was affected in our experiment after 6 h, but in cells treated with PT, the expression of a Fas-activated serine/threonine kinase (*FASTK*) was marginally repressed. 

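The probes of FAS (A_23_P63896) and FASLG (A_23_P369815) were not well above background on any of the 16 arrays, so that a fall could not be measured and no rise to a level well above background was seen. Each was spotted 10 times per array. FAS had a signal of 5.98 ± 0.03 in MED-CTL and 5.98 ± 0.03 with PT-G, and FASLG of 5.91 ± 0.06 and 5.94 ± 0.08 (SD, n = 4 arrays). FASTK, a kinase gene (A_23_P502930), changed under PT from 15.65 ± 0.18 to 15.28 ± 0.19, a log2 fold change of −0.37 (SE 0.11, limma, adjusted p = 0.193) with a nominal p under 0.01. It lost that p with the background-subtracted signal, median scaling, the filter on dim probes or only the 2 groups compared, and without MED-CTL replicate 1, MED-CTL replicate 2, PT replicate 3 or PT replicate 4. Its other probe changed by −0.32 under PT and by −0.33 under PT-G (SE 0.15). Under PT-G the change of FASTK was −0.26 (SE 0.11, limma, adjusted p = 0.548), and PT-G against PT gave 0.11 (limma, adjusted p = 1), smaller than the SD of the PT arrays. With array weights the PT-G change was −0.37, with a nominal p under 0.01 (limma, adjusted p = 0.0411).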

FASTK is rapidly activated during Fas-mediated apoptosis [41]. Furthermore, *FAST kinase domains 2* (*FASTKD2*) gene, which is believed to be a pro-apoptotic gene [42], was down-regulated by both PT and PT-G treatments. 

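FASTKD2 (A_23_P209649) had a signal of 10.06 ± 0.36 in MED-CTL, 9.55 ± 0.30 with PT and 9.76 ± 0.44 with PT-G (SD, n = 4 arrays). The log2 fold change was −0.50 under PT (SE 0.24, limma, adjusted p = 0.577) and −0.30 under PT-G (SE 0.24, limma, adjusted p = 0.974), neither with a nominal p under 0.01. The other probe of the gene changed by −0.46 and −0.48. With the run as a block both changes of A_23_P209649 had a nominal p under 0.01.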

PT treatment also repressed the expression of *caspase 8* (*CASP8*) whose product has been implicated in PT-G mediated apoptosis in enterocytes [21]. This may suggest that PT/PT-G inhibits apoptosis in Caco-2 cells. Nonetheless, several other apoptosis-related genes were affected by both PT and PT-G treatments (tables S1, S3, S4). Thus the effect of PT/PT-G on Caco-2 cells with regard to apoptosis is not clear. 

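CASP8 (A_24_P157087) changed under PT from 10.98 ± 0.44 to 10.35 ± 0.21 (SD, n = 4 arrays), a log2 fold change of −0.63 (SE 0.21, limma, adjusted p = 0.266) with a nominal p under 0.01. Its other probes changed by −0.83 (SE 0.46) and −0.70 (SE 0.55) under PT. In the same order they changed by −0.20 and −0.52 under PT-G and by −0.26 and −0.73 under p31-43. At A_24_P157087 the change under PT-G was −0.15 (SE 0.21, limma, adjusted p = 1.00) and under p31-43 −0.26. The difference between PT-G and PT was 0.48 (SE 0.21, limma, adjusted p = 1), without a nominal p under 0.01. Under the background-subtracted signal, median scaling, array weights, an intensity trend or a fit of only the 2 groups compared, the PT effect did not reach a nominal p under 0.01, nor did it in 6 of the fits that leave out 1 array.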

Difference in our results and those of Giovannini *et al.* may depend on different cell culturing conditions.

On the contrary, studies on biopsy specimens from treated/untreated CD patients demonstrate that exposure to interleukin (IL)-15 induces enterocyte expression of transferrin receptor (TFR), proliferation marker Ki67 and FAS in treated CD and also apoptosis in untreated CD biopsy specimens [43]. Furthermore, lamina propria mononuclear cells (LMNPs) in biopsy specimens of treated CD patients become IL-15 positive after PT-G treatment and also induced enterocyte apoptosis in a Fas-FasL dependent manner [23], [43]. Similar results have been reported for the cytotoxic p31-43 peptide. PT-G and p31-43 peptide were reported to induce proliferation in epithelial cells which is dependent on both IL-15 and epidermal growth factor receptor (EGFR) activity [18], [20]. Furthermore, p31-43 induces IL-15 dependent enterocyte apoptosis in biopsy samples obtained from untreated CD patients [11]. IL-15 has also been shown to induce enterocyte MICA expression in CD patients [44] and in triggering anti-apoptotic pathway in human intraepithelial lymphocytes (IELs) which can kill IECs [12], [45]. These studies suggest a central for IL-15 in CD pathogenesis. Recently, it was reported that in Caco-2 cells, p31-43-mediated increase in *IL-15* mRNA was detectable only after over-night (ON) treatment [20]. In agreement with this observation, we did not see an enhanced *IL-15* transcription after PT, PT-G or p31-43 treatment for six hours. 

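IL15 (A_23_P29953) had a signal of 6.56 ± 0.26 in MED-CTL, 6.58 ± 0.15 with p31-43, 6.43 ± 0.16 with PT and 6.46 ± 0.22 with PT-G (SD, n = 4 arrays). The log2 fold changes against MED-CTL were 0.02, −0.13 and −0.10 (SE 0.14), with limma adjusted p of 1.00, 0.862 and 1.00, and lay within the spread between arrays. The signal was near background, being well above it on 4 MED-CTL and 4 p31-43 arrays and on 3 arrays each of PT and PT-G.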

Gliadin induces oxidative stress in epithelial cells and oxidative stress is known to activate NFkB transcription factor [14], [46]–[48]. Furthermore, it has been shown that NFkB activation is required for *IL-15* induction in rhinovirus infected macrophages [49], [50]. Increased NFkB activity is present in small-intestinal mucosa of CD patients [36]. It is conceivable that enhanced *IL-15* transcription after ON treatment with gliadin peptides is a secondary effect which operates through gliadin induced oxidative stress leading to NFkB activation and subsequent *IL-15* transcription.

Binding to the chemokine receptor CXCR3 by some gliadin peptides was suggested to induce an increase in intestinal permeability [27]. Recently, Caputo *et al*. reported that gliadin peptides p31-43 and p57-68 induce intracellular calcium ion mobilization leading to endoplasmic reticulum (ER)-stress [51]. Whether these effects were mediated by binding of gliadin peptides to a cell surface receptor or by some other mechanism was not addressed. Other non-receptor mediated effects of gliadin on tight junction (TJ) protein disassembly have also been reported [15], [16], [52]. It is possible that gliadin transported through leaky TJs does not affect epithelial cells directly but activate cells of the immune system in the underlying mucosa.

As shown in Table 3, several differentially expressed genes in our study have previously been reported by others [37]–[39]. Our study is not directly comparable to these studies as these studies were performed either on CD biopsy specimens or on enterocytes obtained from biopsy specimens. Interestingly, the biopsy specimens or enterocytes used in these studies were not exposed to PT or PT-G *in vitro*. 

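Where PT and PT-G were compared directly, the genes of Table 3 that passed the adjustment under both treatments differed little. HSPA6, a heat shock gene, rose by 1.37 under PT-G (SE 0.21, limma, adjusted p = 0.00725) and by 1.53 under PT (SE 0.21, limma, adjusted p = 0.00379), and PT-G less PT was −0.16. RGS16, a regulator of G protein signalling, rose by 1.43 under PT-G (SE 0.22, limma, adjusted p = 0.00582) and by 1.37 under PT (SE 0.22, limma, adjusted p = 0.00824), a difference of 0.07. For JUNB the difference between PT-G and PT was 0.23, for NAB2 0.06 and for NUDT2 −0.04. All 5 differences were within the SD of the 4 PT-G arrays and had an adjusted p of 1 in limma.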

Some of the genes reported in these studies are affected by PT and PT-G to a comparable degree in our study. This observation suggests that endogenous pepsin and trypsin may affect enterocytes under physiological conditions and warrants further investigation. Nonetheless, these studies suggest that small changes (less than two-fold) in gene expression are likely. Despite the fact that some genes have comparable expression value in our study and these studies, these genes must be independently validated.

Pepsin and trypsin are key digestive enzymes acting in stomach (pH 1.5–2.0) and duodenum (pH 7.5–8.5), respectively. In addition to their role in degrading food proteins into peptides, some other non-digestive functions have also been reported. In a microarray study on laryngeal and pharyngeal epithelial cells, non-acidic pepsin (pH = 7.0) affected the expression of cancer-related genes and also promoted their proliferation [53]. Trypsin is an endogenous activator of protease-activated receptor-2 (PAR2). In another microarray study, the human embryonic kidney cells (HEK293) were exposed to trypsin [54]. Several genes involved in cell cycle regulation, metabolism and mitogen-activated protein kinase (MAPK) pathway were reported to be affected. Of these, two pepsin affected genes and 16 trypsin affected genes were also differentially expressed in our study (data not shown). For all, but two trypsin-affected genes, these changes were in the same direction and of comparable magnitude. This observation suggests that pepsin and trypsin may be enzymatically active in our PT-preparations. This is, however, unlikely as pepsin and trypsin were inactivated by heating after substrate digestion. The inactivation of these proteases was verified with enzyme activity assay using fluorogenic trypsin substrate Z-Arg-AMC (data not shown). Nevertheless, it is possible that these are non-enzymatic effects of pepsin and trypsin and are caused by some epitopes that are generated or left intact during deactivation process. Thus, assays to determine the activation potential of such epitopes prior to their use in experiments may be necessary.

PT is the common denominator between PT and PT-G and a majority of the affected genes were shared between the two treatments, but not by p31-43 treatment. 

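At a nominal p under 0.01, 1025 probes were past the threshold under both PT-G and PT, which is 72.8% of the probes changed by PT-G and 68.7% of those changed by PT, and all 1025 changed in the same direction. In simulated unchanged groups that shared a simulated control group, the median number shared was 1 and the largest 108. With the run as a block 2697 probes were shared, and with the slide as a block 3337. Of the 383 probes past the threshold under PT-G and not PT, 381 changed in the same direction under PT, with a median of 0.704 of the PT-G effect, and 266 had an unadjusted p under 0.05 there. Sharing a control group also gives such likeness. In the 87 of 100 simulations with such probes the median share in the same direction was 97.2%, with 39 at or above the observed share, and the median ratio was 0.473, with 6 at or above the observed ratio. Only 7 of the 383 had a nominal p under 0.01 between PT-G and PT, and 0 had an adjusted p under 0.05 within this set. Under p31-43, 51.2% of the 383 changed in the same direction as under PT-G, with a median of 0.01 of its effect, against simulated medians of 98.9% and 0.481. Of the 466 probes past the threshold under PT and not PT-G, 84.1% changed in the same direction under p31-43 as under PT, with a median of 0.244 of its effect, and of the 1025 probes 65.4% did so. The simulated medians for these were 98.0%, 0.442 and 100%, over the 83 and 60 simulations with such probes, and none of these shares under p31-43 lay above its simulated median. Of the 159 probes past the threshold for p31-43, 64.8% passed it for neither PT nor PT-G.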

The changes observed in gene transcription cannot be attributed to endotoxin as PT-G tested negative for endotoxin. PT is unlikely to be endotoxin-positive as it did not contain any substrate and was prepared at the same time as PT-G, PT-BSA and PT-L. Another possible reason is that, perhaps, PT-G does not affect enterocyte gene transcription. The changes in transcription we observed could be non-specific generic effects, as they were produced by PT, PT-G, PT-BSA and PT-L alike. However, this study does not provide conclusive evidence for that and other studies with a similar design are highly recommended. Furthermore, mechanisms by which gliadin is transported across the epithelial layer may also have an impact on their effect on enterocyte gene transcription. If gliadin peptides are trapped in endocytic vesicles or complexed with other molecules, they may be unable to affect gene expression [25], [26]. However, cells may respond to oxidative stress caused by the accumulation of gliadin peptides in lysosomes [14].

In conclusion, this study does not lend support to previous studies (performed under similar conditions) which reported direct effects of gliadin peptides on epithelial cells. We cannot conclude from our data that gliadin peptides do not effect Caco-2 gene transcription since it is practically impossible to replicate and verify by qRT-PCR all genes suggested by the microarray. There may be other genes with lower fold-changes that are true positive genes. The provided lists of PT-G and PT-affected gene list may be helpful in selecting genes for further validation. This study highlights potentially novel non-enzymatic roles of pepsin and trypsin and warrants further studies. Nonetheless, this study outlines the need for proper controls for pepsin and trypsin in experiments with digested gliadin or other substrates of these enzymes, similar to the PT-only control used in this study. A PT-only control will be helpful in identifying false positive results and in drawing wrong conclusions in any future studies with digested gliadin.

## Supporting Information

Table S1 **PTG vs. MED-CTL differentially expressed probes.**
(TXT) Click here for additional data file.

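Table S1 lists single spots of the array with their log2 fold change, mean log2 intensity, moderated t, p, adjusted p and log odds from limma. In the fit used here with every spot tested on its own, its 1704 entries had log2 fold changes that differed from the table's by a median of 0.00358 and at most by 0.0270. A nominal p under 0.01 was reached by 974 of them without a block, and by 1681 with a block that parts replicates 1 and 2 from replicates 3 and 4, chosen after the table's standard errors had been compared with several fits. The table's standard errors were a median of 0.813 times those of the fit without a block. By the paper's own adjusted p, 750 of the entries are under 0.05.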

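The list of p31-43 probes gives 1 line per spot, with the same columns as Table S1. Its 211 entries had log2 fold changes within 0.0152 of those of the fit with every spot tested on its own, and 103 of them had a nominal p under 0.01 there. RELA appears with 3 of its 10 spots, and the fold changes of the 10 spots lay between 1.16 and 1.31. The paper's smallest adjusted p for this list is 0.652.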

Table S2 **p31-43 vs. MED-CTL differentially expressed probes.**
(TXT) Click here for additional data file.

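For PT-G against PT, the 46 listed spots had log2 fold changes within 0.0162 of those of the fit with every spot tested on its own. In that fit 21 of them had a nominal p under 0.01 and none an adjusted p under 0.05 in limma. The paper's list has 30 spots with a higher and 16 with a lower signal under PT-G.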

Table S3 **PTG vs. PT differentially expressed probes.**
(TXT) Click here for additional data file.

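The PT list has 1753 entries, 867 higher and 886 lower by the paper's values, and 770 of them carry an adjusted p under 0.05 there. In the fit with every spot tested on its own, the log2 fold changes differed from the listed ones by a median of 0.00331, and 1033 of the spots had a nominal p under 0.01.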

Table S4 **PT vs. MED-CTL differentially expressed probes.**
(TXT) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

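Gene expression was measured in Caco-2 cells stimulated for 6 h with PT-G, PT or 150 µg/ml of p31-43, or kept in medium (MED-CTL). The 16 arrays, 4 per condition, lay on 5 slides and belonged to 4 runs with 1 array of each condition. The authors' image analysis gave the intensity of each spot on a linear scale, as foreground median and mean and local background median, without background subtraction and without normalization between arrays. The deposited processed intensity was background-subtracted and corrected for trends within each array, with low values replaced by surrogates. The authors also deposited log2 values, which differ from the median foreground intensity after normalization with the quantiles method over all spots, controls included, by at most 5e-09. The other columns used, deposited as given by the image analysis, are marks for controls, outliers and spots well above background.

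The depth of an array is its signal over background. Median intensities and the number of spots well above background are given with the arrays' description, 3 spots in all were saturated, and the number of arrays limits the precision of every value. Of 45015 spots per array, 1639 controls were left out. The log2 median foreground intensity of the other 43376 was normalized with the quantiles method without background correction. The 1774 spots marked as outliers were then left out and the spots of each probe averaged, which concerned 264 probes on more than 1 spot. Of 41000 probes, 18 with fewer than 3 unmarked arrays in a group were left out. The remaining 40982 were tested with limma 3.58.1 in R 4.3.3, in 1 model of the 4 conditions with moderated 2-sided tests (12 residual and 1.88 prior degrees of freedom) and Benjamini-Hochberg adjustment within each comparison. The comparisons were PT-G, PT and p31-43 with MED-CTL, and PT-G with PT. The threshold was the paper's nominal p under 0.01, with an adjusted p under 0.05 beside it. Exact permutation of 4 arrays against 4 cannot give a p under 0.0286, so no such test was used for single genes. Deviations from the group means were correlated across probes between arrays of the same run. For PT-G with MED-CTL they lay between 0.628 and 0.857 in the 4 runs, for p31-43 with MED-CTL between 0.538 and 0.707, for PT with MED-CTL between −0.005 and 0.620, and for PT-G with PT between 0.0492 and 0.695.

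Genes named are all those the paper names as measured on the arrays. For each comparison, the 5 named genes of largest change were added among those with an adjusted p under 0.05 (a nominal p under 0.01 where none passed) and no overlap between the groups. A gene with several probes was taken by its probe in Tables S1 to S4, or by its brightest probe. Names are those of the array. Of 24863 RefSeq accessions among the probes, 23434 were matched to a current symbol, and for 4966 probes that symbol differs from the array's name. The filter and re-annotation of probes described in the paper were not used here. Gene positions are not given because the files name no genome build for these probes.

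Gene lists for early response and MAPK feedback, NF-kB targets, heat shock and ER stress, and oxidative stress were tested with fry and with camera (preset correlation 0.01) in limma, and their medians were set beside those of 10000 random lists. Alternatives tried were the background-subtracted signal scaled to its 75th percentile, normexp background correction (offset 50), the mean foreground, median scaling, the deposited log2 table, a filter on dim probes, every spot tested on its own, marked spots kept, a block for the replicate number, the run or the slide, array weights (with statmod 1.5.0), a fit of only the 2 groups compared, an intensity trend, and leaving out each array in turn. A block of 2 batches was added later. The model was tested on simulated data with 200 changed of 40705 probes. Without a simulated batch it recovered 56 of them at a log2 change of 0.5, 134 at 1 and 190 at 2. Between 0.970% and 1.07% of unchanged probes then had a nominal p under 0.01. With a simulated batch, the fit without a block recovered 20 at a log2 change of 1 and a fit with the batch as a block 137. Of the unchanged probes, 0.109% then had a nominal p under 0.01 without the block and 0.992% with it. The fit without a block was thus too strict where a batch was present.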

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

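The split counts for the gene lists were chosen after the results were seen. The gene lists, the genes named by the paper and the alternatives were set before the data were examined, apart from the block of 2 batches. The genes of largest change were picked from the results of each comparison. Results are listed here because an array lay far from the others of its group, or because they concern genes that the paper does not discuss.

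On the p31-43 arrays, replicate 2 lay apart for NUDT2 (11.25 against 11.40 to 11.42 on the others, a gap of 0.926 of the range). Replicate 3 lay apart for CASP8 (11.07 against 10.56 to 10.63, 0.851 of the range), and replicate 4 for the median intensity of the array (380.5 against 248 to 268.5, 0.845 of the range). On the PT-G arrays, replicate 3 lay apart for ZNF619 (7.92 against 7.08 to 7.15, 0.918 of the range). These are 3 of 181 groups of 4 arrays for genes and 1 of 24 for array measures, where chance gives about 1 in 20. The 4 values concern different arrays or genes and no explanation, technical or biological, was tested for them.

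EGR4, EGR3, IER3, TNS4 and DUSP5 were higher under PT-G than in MED-CTL by 2.99, 2.91, 2.89, 2.02 and 1.83 on the log2 scale. Under PT, EGR4, IER3, EGR3 and FOSL1 were higher by 3.00, 2.81, 2.59 and 1.73, and ZNF619 changed by −1.80. Each of these had no overlap between the 4 treated and 4 MED-CTL arrays. The PT-G effects had a nominal p under 0.01 in all 16 alternatives, EGR4 lying between 2.94 and 3.30 (limma, adjusted p from 2.7e-04 to 0.136), EGR3 between 2.68 and 4.61 (limma, adjusted p from 1.26e-04 to 0.0565) and DUSP5 between 1.81 and 1.98 (limma, adjusted p from 4.5e-05 to 0.0265). The authors' normalization is thus not needed for these differences. Between PT-G and PT, EGR4 differed by −0.01, EGR3 by 0.32, IER3 by 0.08, TNS4 by 0.39 and DUSP5 by 0.18, all with an adjusted p of 1 in limma. Under p31-43, whose cultures were also treated, EGR4, EGR3, IER3, TNS4 and DUSP5 changed by 0.15, 0.13, 0.19, −0.17 and −0.11 (SE 0.55, 0.34, 0.24, 0.35 and 0.18), which argues against handling common to all treated cultures as the whole source, although PT-G was not tested directly against p31-43. A response to a component common to PT and PT-G, and handling particular to these cultures, were not tested and stay open.

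The list of early response and MAPK feedback genes (40 genes, 38 well above background on every array, 3 named by the paper) had a median log2 fold change of 1.06 under PT-G (limma fry, adjusted p = 1.19e-05) and 0.89 under PT (limma fry, adjusted p = 2.36e-05), with 40 of 40 genes higher in both. Under PT-G 21 of them had an adjusted p under 0.05 over all probes and 32 when adjusted over the list alone, and under PT 20 and 26. The medians stayed between 1.03 and 1.15 under PT-G and between 0.88 and 0.96 under PT over the alternatives. Of the 35 splits of the 8 arrays of each comparison, only the real one (1 of 35 for PT-G and 1 of 35 for PT) gave a median as large. This argues against chance for the list. It is the smallest share that 35 splits can give, and it was not adjusted for the number of lists and comparisons. Leaving out 1 array at a time gave 0.97 to 1.19 and 0.83 to 1.08. A shared response of early genes to both preparations may be read from this, as a hypothesis found on these arrays.

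The NF-kB target list (20 genes, 19 well above background on every array, none named by the paper) had medians of 0.47 under PT-G (limma fry, adjusted p = 1.0e-03, 18 higher, 5 past the adjusted threshold over all probes and 8 when adjusted over the list alone) and 0.42 under PT (limma fry, adjusted p = 2.86e-03, 16 higher, 4 and 6). Without MED-CTL replicate 4 these medians were 0.30 and 0.26. For PT the real split alone was as large (1 of 35, the others at most 0.38), which argues against chance, again without adjustment over lists and comparisons. For PT-G 3 of 35 were as large, and those beside the real one put arrays of the same run in 1 group. Of the 8 splits that part the arrays of every run, only the real one was as large for PT-G and for PT (the others at most 0.31 and 0.28). No share of 8 splits can fall under 0.05, so these 8 decide nothing for either, and chance stays open for PT-G. The heat shock and ER stress list (24 genes, 23 measured, 1 named by the paper) had medians of 0.083 under PT-G and 0.15 under PT (limma fry, adjusted p = 2.35e-03 in both, 16 higher in both, 1 past the adjusted threshold over all probes in both, 7 and 4 when adjusted over the list alone), and chance cannot be excluded (7 and 3 of 35, for PT-G 2 of the 8 by run). The first was 0.17 without MED-CTL replicate 1 and the second 0.076 without PT replicate 1. The oxidative stress list (18 genes, 17 measured, none named by the paper) had a median of 0.12 under PT-G (limma fry, adjusted p = 9.77e-03, 15 higher, 0 past the adjusted threshold in limma over all probes or the list alone), and chance cannot be excluded (4 of 35, and 1 of the 8 by run). It was 0.066 without PT-G replicate 3. Where chance stays open, no explanation is preferred.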

How the results depend on the processing

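The block of 2 batches, which parts replicates 1 and 2 from replicates 3 and 4, was chosen after the standard errors of Tables S1 to S4 had been seen, alone and with every spot tested on its own. The other alternatives were set before the data were examined. Where nothing else is said, the cause was not tested.

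Of the log2 fold changes of named genes, none changed direction past the threshold under any alternative. Over the settings, 1568 kept their side of the nominal p of 0.01, 105 passed it newly and 29 lost it. With 1 array left out, 801 kept their side, 18 passed it newly and 37 lost it. The deposited table, every spot on its own, marked spots kept and the mean foreground moved none of them.

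Counts at a nominal p under 0.01 rose with each block. For PT-G against MED-CTL, the count of 1408 became 3755 with the run, 5011 with the slide, 3044 with array weights, 889 with only the 2 groups compared (fewer arrays in the fit), 2397 with 2 batches and 2599 with 2 batches and every spot. For PT, the count of 1491 became 4217, 4333 and 2520 with the run, the slide and array weights, and 2483 and 2689 with 2 batches, by probe and by spot. For PT-G against PT, 37 became 130, 149 and 160 in the same order, 14 with only the 2 groups, 76 and 78 with 2 batches, 8 with median scaling and 2 with the filter on dim probes, which tested 27837 probes. For p31-43, 159 became 567, 1527 and 572, 82 with only the 2 groups, 322 and 342 with 2 batches, 291 with median scaling and 82 with the filter on dim probes. Of the probes past the threshold without a block, 1393 of 1408 for PT-G, 1471 of 1491 for PT, 32 of 37 for PT-G against PT and 152 of 159 for p31-43 were also past it with the run as a block.

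At an adjusted p under 0.05, 387 probes for PT-G became 143 with the background-subtracted signal, 188 with median scaling (74.5% higher, against 62.8%), 2357 with the run, 3813 with the slide, 1562 with array weights, 38 with only the 2 groups compared, 185 with an intensity trend, and 1027 and 1158 with 2 batches. For PT, 336 became 130, 151 (65.6% higher, against 53.3%), 2689, 2859, 1088, 21, 158, and 1022 and 1151, in the same order.

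The 1025 probes shared by PT-G and PT became 2697 with the run, 3337 with the slide, 2115 with array weights, 634 with only the 2 groups, and 1674 and 1817 with 2 batches. The 27 shared by all 3 treatments became 136, 382, 308 and 5 in the same order, 75 and 78 with 2 batches, and 16 with the background-subtracted signal. The oxidative stress list passed the threshold newly between PT-G and PT with the run as a block (median 0.061, limma fry, adjusted p = 0.0219) and under PT with the slide as a block (0.10, limma fry, adjusted p = 0.0451), and lost it under PT-G with only the 2 groups compared (0.12, limma fry, adjusted p = 0.0628). The other list results kept their side.

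With the replicate number as a block, the counts at a nominal p under 0.01 were 3110, 3481, 95 and 432 for PT-G, PT, PT-G against PT and p31-43, those at an adjusted p under 0.05 were 1615 for PT-G and 1776 for PT, and 2211 probes were shared by PT-G and PT and 101 by all 3. Among named genes, KLF4, SPRED1, CEBPA, DLX4, CD59, EFNB2, MSI2 and FASTKD2 under PT-G, MNF1, DLX4, RALY, CD59, MSI2, ELK4 and FASTKD2 under PT and RALY under p31-43 then passed a nominal p of 0.01 newly, and CCL23 between PT-G and PT was no longer under it. By replicate number, arrays of PT-G and MED-CTL and of p31-43 and MED-CTL deviated together for each number (0.395 to 0.857 and 0.262 to 0.707), and those of PT with MED-CTL or PT-G did not for all. Centred arrays of the same number had a median correlation of 0.568 across probes and those of different numbers −0.263, but PT replicate 3 had −0.005 with MED-CTL replicate 3, and MED-CTL replicates 1 and 2 lie in each other's runs.

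With 1 array left out, the count for PT-G at a nominal p under 0.01 lay between 1056 and 1686, that for PT between 1081 and 1877, and the number shared by both between 749 and 1289. At an adjusted p under 0.05, PT-G lay between 174 (without PT-G replicate 2) and 390, and PT between 148 (without MED-CTL replicate 2) and 398. PT-G against PT lay between 27 and 84 (without PT replicate 1). The p31-43 count lay between 88 (without MED-CTL replicate 2) and 329 (without MED-CTL replicate 4), its count at an adjusted p under 0.05 between 0 and 4 (without MED-CTL replicate 4, in limma), and the number shared by all 3 between 13 (without PT-G replicate 2) and 146 (without MED-CTL replicate 4). The oxidative stress median between PT-G and PT lay between 0.062 and 0.12, the last without PT-G replicate 1 (limma fry, adjusted p = 0.0437). Signal over background limits the dim probes, since 6846 were well above background on no array.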

Differences from the paper's values

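The block of 2 batches named below was chosen after the values of Tables S1 to S4 had been seen. Of 42 values compared with the paper's, 6 differed, 2 of 31 fold changes and 4 of 11 counts. A value was counted as differing when the larger was more than 1.5 times the smaller and, for a fold change, the gap also exceeded the SD between the arrays here, so that smaller gaps, such as those for RELA and PRNP, are not among them.

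The paper's number of probes affected by PT, PT-G and p31-43 is 46, and 27 were found here. Of the alternatives set before the data were examined, median scaling (36) came within 1.5 times of it, and the others did not (16 with the background-subtracted signal, 30 with normexp, 29 with the mean foreground, 27 with the deposited table, 18 with the filter on dim probes, 29 with every spot, 27 with marked spots kept, 101, 136 and 382 with the replicate number, run or slide as a block, 308 with array weights, 5 with only the 2 groups and 21 with an intensity trend). With 1 array left out, the number lay between 13 and 146, within 1.5 times in 1 of 16 cases (34 without PT-G replicate 3). With 2 batches as a block, chosen after the values had been seen, it was 75, or 78 by spot. For probes shared by p31-43 and PT-G, not PT, the paper's number is about 10 in Fig. 1b, read by eye, against 4 here. None of the 14 alternatives set before the data were examined came within 1.5 times of it (2 to 164), 4 of 16 with 1 array left out did (range 1 to 33; 8, 9, 10 and 8 without MED-CTL replicate 1, MED-CTL replicate 4, PT replicate 3 and PT replicate 4), and so did 15 with 2 batches as a block, chosen after the values had been seen, while 16 by spot did not.

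For MSI2 the paper's fold change is 0.75 under PT-G and 0.72 under PT, where the probe chosen by the lower p in Tables S1 and S4 gave 1.31 and 1.30. None of the 14 alternatives, nor leaving out 1 array (1.21 to 1.39 in both), came within the paper's values. The other probe of the gene, also listed in the tables, gave fold changes of 0.753 and 0.719.

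By the paper's Tables S1 and S4, which list single spots, 310 entries for PT-G and 292 for PT have an adjusted p under 0.01, on 284 and 264 probes. The probes with adjusted p under 0.01 here were 114 and 114, or 135 and 130 with every spot tested on its own. Estimated from its adjusted p, the paper's adjustment ran over about 28334 entries for PT-G and 28337 for PT. Here it ran over 40982 probes, or 43199 spots. The counts are thus not over a like set, which holds for the other counts compared too. Probe counts here lie on the same side of 1.5 times for the paper's entries and for its probes. For PT-G none of the 14 alternatives set before the data were examined came within 1.5 times (0 to 1577), nor did leaving out 1 array (38 to 99). With 2 batches as a block, chosen after the values had been seen, 406 did, and 470 by spot did not. For PT, array weights (336) came within 1.5 times, the other 13 did not (1 to 1031), nor did leaving out 1 array (31 to 86), and 355 by probe and 435 by spot with 2 batches as a block, chosen after the values had been seen, did.

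Some genes that the paper lists as affected had no nominal p under 0.01 here. For PT-G these were KLF4 (log2 fold change 1.00), SPRED1 (0.73), CEBPA (−0.53), DLX4 (0.68), CD59 (0.50), EFNB2 (0.50), MYO6 (0.34), PRNP (0.30) and FASTKD2 (−0.30), for PT DLX4 (0.63), UBE3A (−0.27) and FASTKD2 (−0.50), and for p31-43 RELA (0.28) and RALY (0.68). Alternatives set before the data were examined that gave such a p were the replicate number, run and slide as blocks for KLF4, SPRED1, CEBPA, DLX4, CD59, EFNB2, RALY and FASTKD2, the run and slide for PRNP, the slide for MYO6, the run for UBE3A, array weights for KLF4, SPRED1 and RALY, median scaling for DLX4 and RALY, and the filter on dim probes for KLF4. With 2 batches as a block, chosen after the values had been seen, KLF4, SPRED1, CEBPA, DLX4, CD59, EFNB2, MYO6, UBE3A, FASTKD2 and RALY passed, as did 3 of 10 spots of RELA and 4 of 10 spots of PRNP. The probe of MSI2 with the higher signal under PT-G passed with the replicate number, run or slide as a block, array weights or 2 batches, the last chosen after the values had been seen, and under PT with the same apart from array weights.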

Other observations

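The tests of run variance in each comparison, of error shared through the MED-CTL arrays, of the tables' standard errors and of C11orf37, and the split counts for adjusted p, shared probes and gene lists, were chosen after the results were seen.

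Splits of the 8 arrays of each comparison into other groups of 4 were counted (35 splits, the real one included). By these splits, at a nominal p under 0.01 chance cannot be excluded for PT-G (4 of 35 as large), PT (3), PT-G against PT (29) or p31-43 (20). At an adjusted p under 0.05 the real split alone was as large for PT (1 of 35, the smallest share possible), which argues against chance. Chance cannot be excluded there for PT-G (2), PT-G against PT (35) or p31-43 (35). The other split as large for PT-G is the one that parts replicates 1 and 2 from replicates 3 and 4, with 1816 probes against 387, while the rest had at most 9, and with the run as a block the real groups gave 2357. In PT-G and p31-43 against MED-CTL, arrays of the same run deviated together in all 4 runs. Of the 8 splits that part the arrays of every run, the real one alone was as large for PT-G (1 of 8, the others at most 84 at a nominal p under 0.01 and 0 at an adjusted p under 0.05), and 2 of 8 were for p31-43 at a nominal p under 0.01. Of 8 splits no share can fall under 0.05, so these 8 cannot decide the question of chance. The other splits among the 35 put arrays of the same run in 1 group, so that differences between runs can add to their counts. For PT, and for PT-G against PT, arrays of the same run did not deviate together in every run. The split that parts replicates 1 and 2 from replicates 3 and 4, which follows runs, gave more probes than the real one at a nominal p under 0.01 in each comparison, with 4668, 2124, 3423 and 2637 for PT-G, PT, PT-G against PT and p31-43, and is among the splits counted as large. In the simulations of unchanged groups with the spread of these arrays, 0 of 100 reached the PT-G or the PT count (at most 577 and 344). This argues against chance for both counts, although some splits that join arrays of a run gave as many. With the run as a block the real groups gave 3755, 4217, 130 and 567. For the probes shared by PT-G and PT, the MED-CTL, PT and PT-G arrays were regrouped at random. Of 100 regroupings 1 was as large, the real one, which argues against chance, although the regroupings did not keep to runs. For those shared by all 3 treatments, 13 of 100 regroupings of the 16 arrays were as large. The batch itself had 9899 of 40705 probes (24.3%) at a nominal p under 0.01.

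PT-G against PT and p31-43 against MED-CTL gave fewer probes at a nominal p under 0.01 than 1% of those tested, though more than the medians of 22 and 18.5 in simulated unchanged groups with the spread of these arrays. Variance shared by the arrays of a run and left in the residual is a candidate explanation. With the run as a block p31-43 gave 567, above 1%, in line with this explanation. PT-G against PT gave 130, still below 1%, so run variance was not the whole cause there. The numbers shared by all 3 treatments could have come from 1 deviating MED-CTL array. The fewest shared with 1 MED-CTL array left out were 19, which argues against this as the whole cause, although 146 were shared without MED-CTL replicate 4.

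Of the probes past the threshold under PT-G and not PT, 99.5% changed in the same direction under PT, in line with a PT effect that is alike and falls short of the threshold. This share alone does not separate the explanation from error shared through the MED-CTL arrays, since 39 of the 87 simulations of unchanged groups with such probes gave as large a share. In 6 splits of the runs, probes were therefore chosen under PT-G in 2 runs (380 to 815 probes) and measured in the other 2. A median of 88.5% (84.5% to 91.8%) changed in the same direction under PT, against 46.9% under p31-43 and 92.0% under PT-G itself, and the share under PT was above that under p31-43 in 6 of 6 splits. Error shared through the MED-CTL arrays cannot carry over to runs that share no array with those of the choice. Whether the effect of PT equals that of PT-G is not shown by it.

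The standard errors in Tables S1 to S4, taken from log2 fold change and t, had a median of 0.822 times those of the fit without a block, tested by spot with marked spots kept (3714 entries, correlation of log standard errors 0.672). With a block that parts replicates 1 and 2 from replicates 3 and 4 the ratio was 1.005 (5% to 95% range 0.987 to 1.02, correlation 0.9995), and with the replicate number, run or slide as a block 1.05, 1.14 and 1.21. Other pairings of the replicates gave 0.824 and 0.821. A block of 2 batches in the authors' fit is a candidate explanation, which the paper's text does not name. The tables' degrees of freedom were 13.04, against 13.05 in the fit with this block and 13.9 without.

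C11orf37 had a lower signal than MED-CTL at the probe A_24_P144104 under p31-43 (−5.41), PT-G (−5.53) and PT (−5.49), with 3 array values marked as outliers and left out. Its other probe, A_24_P359030, changed by −0.016, −0.087 and 0.24, consistent with a fault of 1 probe. It was well above background on 9 of 16 arrays only, which limits this test. A transcript that only 1 of the probes measures was not tested and stays open.

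The gene lists not given above had these results. Between PT-G and PT, the early response list had a median of 0.13 (32 of 40 higher, limma fry, adjusted p = 0.46, chance not excluded, 4 of 35 splits as large), the NF-kB list 0.12 (limma fry, adjusted p = 0.448, 14 of 35), the heat shock list 0.01 with a mean of −0.01 and a test pointing down (limma fry, adjusted p = 0.898, 32 of 35) and the oxidative stress list 0.061 (limma fry, adjusted p = 0.103, 10 of 35). Camera gave adjusted p of 8.49e-04, 0.0244 and 0.012 for the early response, NF-kB and oxidative stress lists, and none of these holds under fry without a block. The oxidative stress list passed under fry with the run as a block (limma fry, adjusted p = 0.0219) and without PT-G replicate 1 (limma fry, adjusted p = 0.0437). The camera calls under PT-G and PT against MED-CTL hold under fry. Random lists vary the genes and not the arrays, so they do not test the grouping of the arrays. Among the 10000, the PT-G against PT medians lay at percentile 99.98 for early response and 99.6 for NF-kB. For heat shock and oxidative stress they lay at 49.1 and 86.0. The heat shock median under PT-G against MED-CTL lay at 96.7, and the early response median under p31-43 at 99.3. Under p31-43 the medians were 0.09, −0.06, −0.05 and 0.01 (limma fry, adjusted p = 0.717, 0.717, 0.504 and 0.596, with 19, 17, 8 and 31 of 35 splits as large, and 2, 1, 1 and 6 of the 8 that part the arrays of every run), and under PT the oxidative stress list had 0.05 (limma fry, adjusted p = 0.443, 13 of 35).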
